A study of Mus musculus with 16 samples. Its data were reported in "Elevated MyoD1 levels expand genome-wide binding and the repertoire of regulated genes" (2026).

How the data were processed

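Chromatin accessibility was measured by ATAC-seq, in which a transposase cuts open DNA and inserts sequencing adapters, in C2C12^iMyoD1, a mouse myoblast line that carries an integrated doxycycline-inducible transgene encoding Halo-tagged MyoD1 beside its own Myod1 gene. Cells received doxycycline (+dox) or vehicle (no dox) for 24 h and either stayed in growth medium (GM, proliferating) or were moved to low serum at the same time (DM, differentiating). The 2 treatments and 2 media gave 4 groups of 4 libraries, 16 in all. GM wells were seeded with 75000 cells and DM wells with 300000 cells, so seeding density and medium changed together and cannot be separated in any GM to DM comparison.

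The authors processed the reads with the nf-core/atacseq pipeline against the mouse genome build mm10, removed a blacklist of problem regions and called narrow peaks with MACS2 in each library on its own. Each deposited list gives a peak's position, its summit, a score, a fold enrichment over the local background (a ratio), and the −log10 of its p-value and of its q-value. The score, the ratio and the −log10 values are the authors' own and were used here only to describe, rank or filter peaks within a list. The deposited lists hold peaks with q under 0.05, and the lowest −log10 q in any list was 1.30. No read counts per region were used, so no count model was fitted. The study's methods left out replicate 1 of DM +dox and replicate 1 of DM no dox as quality outliers. The main comparisons follow that choice and use 14 libraries, and all 16 enter an alternative.

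Peak ends were compared with the chromosome lengths of GRCm38, the assembly behind mm10, and no peak ran past a chromosome end. Sequence was taken from GRCm38 and genes from GENCODE release M21. No 2 of the 16 lists were identical (120 pairs compared). The highest Jaccard index between any kept pair was 0.760.

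Depth is not stated in peak lists. It was estimated as follows. MACS2 writes fold enrichment and p from the fragment pileup at the summit and the expected background, so both can be solved for each peak with −log10 p under 30. Whole-number pileups were obtained for at least 99.996% of such peaks in every library, and the lowest background of a list, which is the genome-wide coverage in fragments per base, was taken as its depth. On simulated fold and p values, 99.951% of 2042 pileups were recovered at a background of 0.2 and 100% of 2771 at 0.5.

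The number of peaks can depend on depth and enrichment, so region-level measures used lists of equal length. Each list was cut to its 14710 strongest peaks by −log10 p, the length of the shortest kept list (GM no dox replicate 1). Overlapping peaks of the 14 lists were merged into 26212 union regions (median width 620 bp). The Jaccard index of 2 libraries is the number of regions with a peak in both divided by the number with a peak in either. Peak-set separation is the mean index within groups minus the mean index between groups. An all-or-none region has a peak in every library of the first-named group and in none of the other (higher), or the reverse (lower). Consensus regions are merged peaks found in at least 2 libraries of a group, the replicate rule the authors used, taken from all peaks as deposited, and count as shared when they overlap by at least 1 bp. Lists of equal length in groups of equal size leave about as many regions on each side by construction, so such counts measure turnover and not a net gain or loss. The CAGCTG share is the percent of peaks with CAGCTG within 100 bp of the summit, and the promoter share is the percent of peaks with the summit within 1 kb of an annotated transcription start site.

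4 comparisons were made: +dox against no dox in GM, +dox against no dox in DM, DM against GM without dox, and DM against GM with dox. Numbers of peaks were tested on the log2 scale. Differences in means were tested with two-sided exact permutation tests, and separation with one-sided exact permutation tests, each with Benjamini-Hochberg adjustment over the 4 comparisons. The smallest p of these tests was 0.0286 for 4 against 4 libraries, 0.1 for 3 against 3, and 0.0571 (two-sided) or 0.0286 (one-sided) for 3 against 4. All-or-none counts have no test of their own and were set against every other split of the same libraries. Regions found with dox in GM were also tested in DM, and differentiation regions of the +dox arm in the no dox arm, since those groups share no library. These tests, that of dox regions of DM in GM and those of CAGCTG at all-or-none regions were one-sided exact permutation tests, with a smallest p of 0.0143 for 4 against 4 libraries, 0.05 for 3 against 3 and 0.0286 for 3 against 4. The interaction of dox and medium was tested by permuting the medium within each dox arm.

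Loci were named by a rule fixed before the data were examined: 11 genes that the study discusses as MyoD1 targets, myogenic genes or adhesion genes, and, per comparison and direction, up to 3 all-or-none regions with the highest mean percentile of −log10 p in the lists of the group that has them. A region outside every gene was given the nearest protein-coding gene. The comparisons, tests, exclusions and most alternatives were fixed at the same time. The alternatives were a stricter threshold (−log10 q of at least 5), all 16 libraries, covered length in place of peak number, a correction for background coverage, autosomes only, all peaks as deposited, lists of 7355 peaks, ranking by fold enrichment, 201-bp windows around summits, a Jaccard index over bases, consensus in at least 3 libraries, an overlap of at least 50%, CAGCTG within 50 bp, any E-box (CANNTG), start sites within 100 bp, the replicate number as a block, and leaving out each library in turn. 4 alternatives were added after the data were seen: leaving out each library for the interaction and for both tests in groups that share no library, and all peaks as deposited for the named loci.

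Replicate numbers come from the samples' titles, which do not say what a number marks. The libraries' deviations from the group means over the union regions were correlated between same-numbered libraries of the groups compared. For differentiation with dox all 3 pairs lay above 0.1 (from 0.102 to 0.286), so the numbers were taken to pair the libraries in that comparison.

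The region measures were tested on simulated lists of 30000 regions with 200 regions shifted. The shifted regions were drawn from those near the cut of the list, and recovery farther from it was not tested. Noise was independent between libraries, with no effect shared by a replicate number. With a shift of 5 SD of the noise between libraries, the all-or-none rule recovered 76% of the shifted regions for dox in GM, 77.5% for dox in DM, 80% for differentiation without dox and 79% for differentiation with dox. With a shift of 2.5 SD it recovered 17% for dox in GM, 28% for dox in DM, 23% for differentiation without dox and 14.5% for differentiation with dox. Without any shift, this independent noise gave 44 all-or-none regions for dox in GM, 218 for dox in DM, 104 for differentiation without dox and 98 for differentiation with dox. The work used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, matplotlib 3.10.9 and bedtools 2.31.1.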

Results

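Open chromatin was profiled by ATAC-seq in C2C12^iMyoD1 myoblasts, which express a tagged MyoD1 transgene when doxycycline is added, to ask how far raised MyoD1 levels change accessibility in proliferating and in differentiating cells. In dox-treated cells of this polyclonal line, the study detected tagged MyoD1 in only a minority of nuclei at 24 h. A +dox library can therefore average induced and uninduced cells, which limits the size of any dox effect seen here. The 16 libraries formed 4 groups of 4 biological replicates: GM no dox, GM +dox, DM no dox and DM +dox, where GM is growth medium and DM is 24 h of serum withdrawal. Of these, 14 were compared, because the study's methods left out replicate 1 of both DM groups. Peaks had been called in each library separately. Genome-wide background coverage, recovered from the fold enrichment and p of the peaks, ranged from 0.339 to 0.992 fragments per base in GM no dox, from 0.377 to 0.866 in GM +dox, from 0.511 to 0.901 in DM no dox and from 0.732 to 1.13 in DM +dox. The 2 libraries left out had 0.167 (DM +dox replicate 1) and 0.398 (DM no dox replicate 1) fragments per base, and lists of 14236 and 1287 peaks.

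The number of peaks varied widely within groups. GM no dox libraries had 31702 ± 15675 peaks (SD, n = 4), from 14710 to 49300, and GM +dox libraries had 46863 ± 9083 (SD, n = 4), from 36531 to 58587. The difference in mean log2 number with dox in GM was 0.69 and lay within the spread between replicates (two-sided exact permutation p = 0.2, adjusted p = 0.4). In DM the numbers were 29490 ± 9624 without dox and 49026 ± 2582 with dox (SD, n = 3 each). All 3 +dox lists were longer than all 3 no dox lists, a log2 difference of 0.78 with an exact permutation p of 0.1, the smallest that 3 against 3 libraries can give (adjusted p = 0.4). Differentiation changed the mean log2 number by less than 0.01 without dox (exact permutation p = 0.971) and by 0.08 with dox (exact permutation p = 0.686). The alternative that moved these values most was the use of all 16 libraries, under which the difference for differentiation without dox was −1.12 (exact permutation p = 0.543) and that for differentiation with dox changed sign to −0.36 (exact permutation p = 0.686). The difference with dox in DM was then 1.45 (exact permutation p = 0.286) and the interaction 0.76 (permutation p = 0.708). The sign of the difference without dox also changed when GM no dox replicate 2 (0.16), GM no dox replicate 4 (0.26), DM no dox replicate 2 (0.13) or DM no dox replicate 3 (0.12) was left out, and that with dox when GM +dox replicate 4 was left out (−0.03). In the comparison that the replicate numbers pair, differentiation with dox, the paired log2 difference was 0.198 (exact sign-flip p = 0.25, the smallest that 3 pairs allow). The dox effect in DM exceeded that in GM by 0.08 on the log2 scale, and the interaction was not detectable (two-sided permutation p = 0.873 over 1225 relabellings). Across the 14 kept libraries, log2 peak number was not related to log2 background coverage (Pearson's r = −0.0278, permutation p = 0.927; Spearman's rho = 0.0989, permutation p = 0.737). Without the 2 libraries farthest from the median coverage, r was 0.359 (permutation p = 0.253). Within replicate numbers 1 and 2 r was −0.355 over 6 libraries (exact permutation p = 0.493), and within numbers 3 and 4 it was 0.430 over 8 libraries (exact permutation p = 0.305). No other correlation across libraries was computed.

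**Figure D1:**
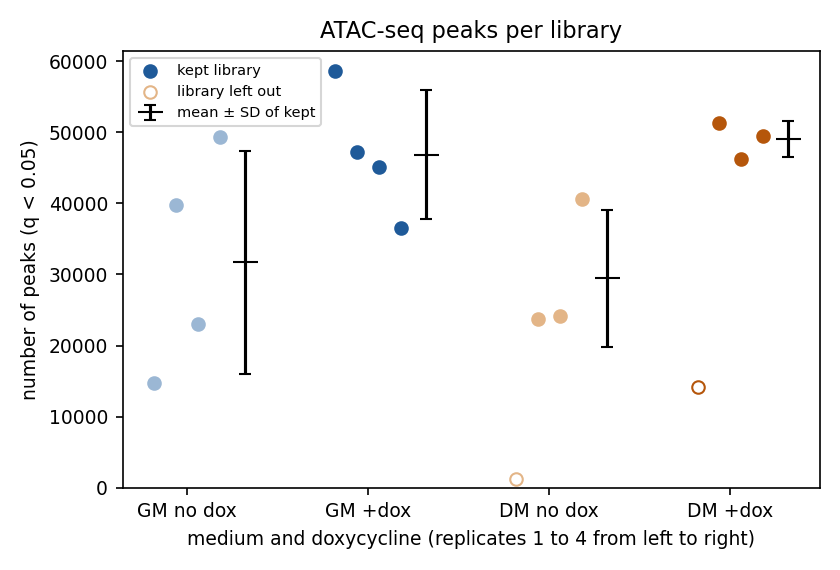
Number of deposited ATAC-seq peaks (q under 0.05, vertical axis) in each library, by medium and doxycycline. Filled points are kept libraries, open points the 2 libraries the study left out, and bars the mean ± SD of the kept libraries, which overlap between GM no dox and GM +dox.

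Replicate numbers 1 and 2 differed from numbers 3 and 4 in the peaks they shared, so differences were also computed within each pair of numbers. With dox in GM, the log2 difference in peak number was 1.12 within numbers 1 and 2 and 0.27 within numbers 3 and 4, with 2 libraries per group in each. In DM it was 1.12 in number 2, with 1 library per group, and 0.61 within numbers 3 and 4. For differentiation it was −0.03 within numbers 1 and 2 and −0.11 within numbers 3 and 4 without dox, and −0.04 and 0.24 with dox.

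Consensus regions, found in at least 2 libraries of a group, were compared next. In GM, 13027 of the 48254 regions with dox (27.0%) overlapped no region of the no dox group, and 1217 of the 36353 no dox regions (3.35%) overlapped none of the +dox group. In DM the corresponding numbers were 19629 of 46226 (42.5%) with dox and 365 of 26737 (1.37%) without. With the 14710 strongest peaks of every list, a setting that balances both sides by construction, there were 2027 against 1798 regions in GM and 2004 against 1946 in DM. The share found only with dox then was 12.6% in GM and 13.8% in DM. Single libraries weighed on the uncut values, since the share in GM was 52.5% without GM no dox replicate 4, 51.8% without GM no dox replicate 2 and 17.6% without GM +dox replicate 1. In DM it ranged from 33.8% without DM +dox replicate 2 to 59.9% without DM no dox replicate 4. For differentiation without dox, 1825 of 26737 DM regions (6.83%) were found in DM only and 11343 of 36353 GM regions (31.2%) in GM only. The DM-only share was 24.5% without GM no dox replicate 4 and 24.1% without GM no dox replicate 2. With dox, 6671 of 46226 DM regions (14.4%) were found in DM only and 8774 of 48254 GM regions (18.2%) in GM only. The DM-only share with dox was 8.72% without DM +dox replicate 4 and 21.7% without GM +dox replicate 1. In lists of equal length GM-only regions numbered 3377 against 1943 DM-only regions without dox and 3467 against 1862 with dox. The GM groups have 4 libraries and the DM groups 3, and a rule of at least 2 libraries is met more easily in 4, so these differentiation counts cannot be read as a loss of regions.

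**Figure D2:**
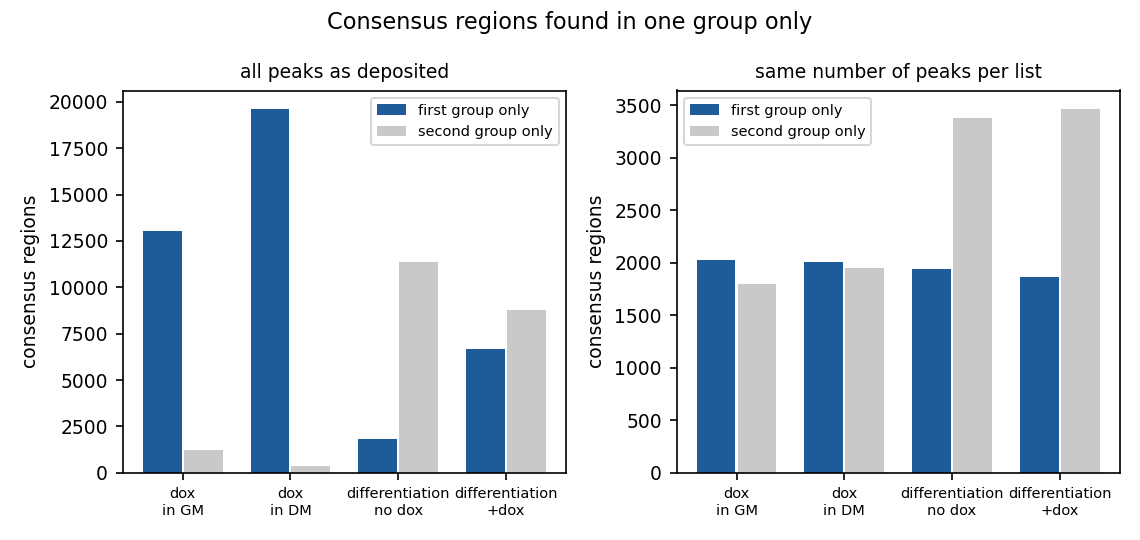
Number of consensus regions (vertical axes, different scales) found in the first-named group only (blue; +dox or DM) or in the second only (grey; no dox or GM), from all deposited peaks (left) and from lists of 14710 peaks (right). In GM there are 13027 against 1217 regions on the left and 2027 against 1798 on the right, where equal list lengths balance the dox counts by construction.

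Lists of equal length were compared by their overlap. Of 26212 union regions, 6067 had a peak in all 14 kept libraries. With dox in GM, the mean Jaccard index was 0.652 within groups and 0.649 between groups, a separation of 0.00295 (one-sided exact permutation p = 0.286, adjusted p = 0.3). With dox in DM it was 0.685 within and 0.673 between, a separation of 0.0124 (one-sided exact permutation p = 0.3, adjusted p = 0.3). Differentiation separated the lists by 0.0355 without dox (one-sided exact permutation p = 0.0571) and by 0.0426 with dox (one-sided exact permutation p = 0.114), and both had an adjusted p of 0.229. In these lists none of the 4 separations had a p under 0.05. With the replicate number as a block, the real groups had the largest separation in all 4 comparisons. The one-sided exact permutation p within blocks was then 0.125 for dox in GM and 0.25 for each other comparison. These are the smallest values the blocks allow, so they cannot test a call at 0.05. The order of the separations depended on the setting. With all deposited peaks the separation was 0.0319 for dox in GM (one-sided exact permutation p = 0.229) and 0.105 for dox in DM (one-sided exact permutation p = 0.1). For differentiation it was −0.0201 without dox and 0.0330 with dox (the latter with a one-sided exact permutation p of 0.0286, adjusted p = 0.114). Ranked by fold enrichment it was 0.0284 for dox in DM and 0.0163 for differentiation without dox. Within replicate numbers 3 and 4 the separations were −1.8e-05 for dox in GM, 0.0219 for dox in DM, 0.0467 for differentiation without dox and 0.0558 for differentiation with dox. Within numbers 1 and 2 they were 0.00721 for dox in GM, −0.0161 for differentiation without dox and 0.0459 for differentiation with dox, while DM holds 1 library of each dox group there. The separation for dox in GM changed sign under several settings, for example to −0.00712 without GM +dox replicate 1 and to −0.00570 with 7355 peaks per list.

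All-or-none regions, present in every library of one group and absent from every library of the other, numbered 38 higher and 29 lower with dox in GM, of 23373 regions with a peak in any of the 8 libraries. With dox in DM there were 177 higher and 169 lower of 21484. Differentiation gave 233 higher and 247 lower of 23676 without dox, and 249 higher and 248 lower of 22466 with dox. With all deposited peaks, where list lengths differ, the counts were 310 higher and 0 lower with dox in GM and 3410 higher and 9 lower with dox in DM. Counting the real groups as 1 split, for dox in GM 6 of 35 splits of the same libraries reached the total of 67, for dox in DM 2 of 10 reached 346, and for differentiation with dox 2 of 35 reached 497. For differentiation without dox the real groups gave the largest total, 480, and the next largest was 327. The largest split in GM, with 285 regions, set replicates 1 and 2 of both groups against replicates 3 and 4. The largest for differentiation with dox, with 571 regions, also set numbers 1 and 2 against 3 and 4. The numbers pair the libraries in that comparison, and among the 8 splits that part all 3 pairs the real groups gave the largest total, with 132 the next largest, although 8 splits cannot give a share under 0.05.

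**Figure D3:**
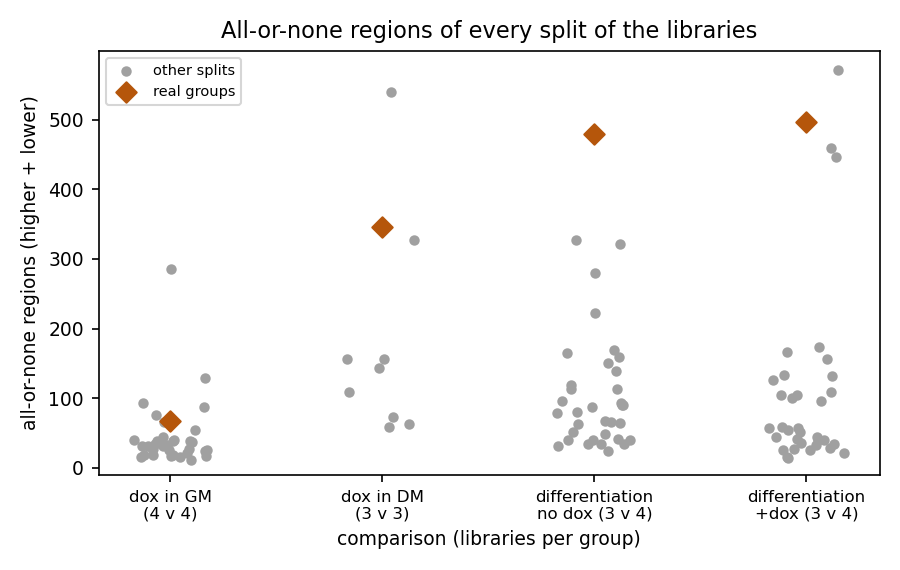
Total all-or-none regions (vertical axis) for every split of the libraries into groups of the real sizes (horizontal axis, by comparison). Diamonds are the real groups and grey points the other splits; for differentiation without dox the real total of 480 lies above every other split, and for dox in GM the real total of 67 does not.

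Regions found in one pair of groups were then tested in the pair that shares no library with it. At the dox regions of GM, DM +dox libraries had a peak more often than DM no dox libraries at higher regions (a difference in share of libraries of 0.272) and less often at lower regions (−0.126). The contrast of 0.398 was the largest of all 20 labellings of the DM libraries (one-sided exact permutation p = 0.05, the smallest possible). At the differentiation regions of the +dox arm, the no dox libraries differed by 0.410 at higher and −0.487 at lower regions, a contrast of 0.898 (one-sided exact permutation p = 0.0286, the smallest possible with 35 labellings). Of the alternatives, ranking by fold enrichment moved the first contrast most, to 0.654 (exact permutation p = 0.05), and the use of all deposited peaks the second, to 0.562 (exact permutation p = 0.0286). DM holds 1 library per group in replicate numbers 1 and 2, so neither contrast was split by number.

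The CAGCTG hexamer, the consensus sequence bound by MyoD1, was scored in the 14710 strongest peaks of each list. It lay within 100 bp of the summit in 15.7% ± 0.379 of peaks in GM no dox (SD, n = 4), 17.3% ± 0.750 in GM +dox (SD, n = 4), 17.6% ± 0.407 in DM no dox (SD, n = 3) and 19.6% ± 1.16 in DM +dox (SD, n = 3). In each of the 4 comparisons every library of the first-named group lay above every library of the other, so each p was the smallest the design allows. The difference with dox was 1.59 percentage points in GM (two-sided exact permutation p = 0.0286, adjusted p = 0.0762) and 1.97 in DM (exact permutation p = 0.1, adjusted p = 0.1). The difference with differentiation was 1.91 percentage points without dox and 2.29 with dox (each with an exact permutation p of 0.0571 and an adjusted p of 0.0762). The difference with dox in GM passed 0.05 before adjustment and none of the 4 did after it. With these group sizes none could, since each p was already the smallest possible. With all 16 libraries the 3 comparisons that include DM had differences of 2.24, 1.97 and 2.61 percentage points and an exact permutation p and adjusted p of 0.0286 each. Scoring any E-box (CANNTG) instead moved the difference most, to 0.294 percentage points with dox in GM (exact permutation p = 0.914) and to 0.852 with dox in DM (exact permutation p = 0.7). Within replicate numbers 1 and 2 the difference with dox in GM was 1.83 percentage points and within numbers 3 and 4 it was 1.35. In DM it was 3.29 in number 2 and 1.32 within numbers 3 and 4. Differentiation without dox gave 1.70 and 2.07 within the respective numbers, and differentiation with dox 3.16 and 2.03. The dox effect in DM exceeded that in GM by 0.383 percentage points (interaction permutation p = 0.784). The test permuted the medium within each dox arm, and the media differed in both arms, which widens its null. It therefore cannot tell whether the dox effects in DM and GM differ.

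**Figure D4:**
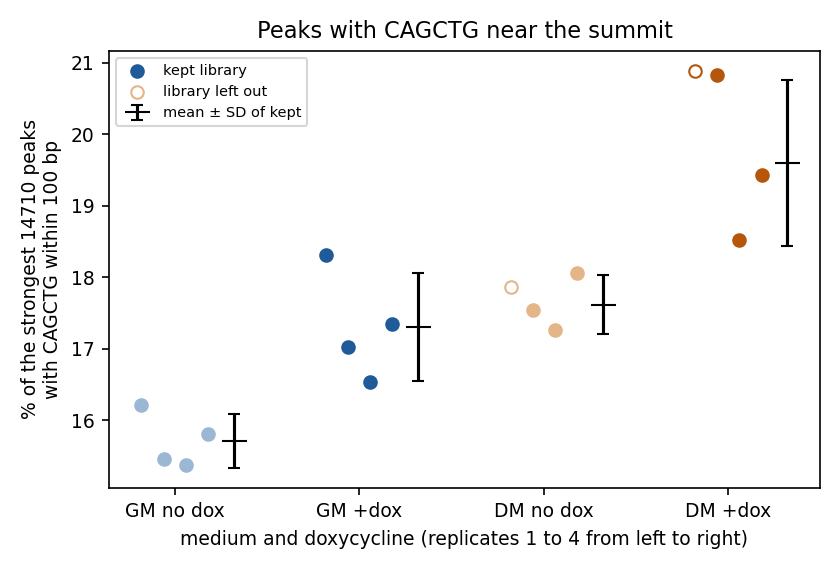
Percent of the 14710 strongest peaks with CAGCTG within 100 bp of the summit (vertical axis, not starting at 0) in each library, by medium and doxycycline. Filled points are kept libraries, open points the 2 left out, whose shorter lists were taken whole, and bars the mean ± SD of the kept ones; the kept +dox libraries lie above the kept no dox libraries in GM and in DM.

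The share of peaks within 1 kb of a transcription start site was 45.3% ± 4.17 in GM no dox (SD, n = 4), 44.7% ± 5.80 in GM +dox (SD, n = 4), 47.9% ± 3.53 in DM no dox (SD, n = 3) and 48.8% ± 5.14 in DM +dox (SD, n = 3). Without regard to replicate numbers, no difference exceeded the spread between replicates, with exact permutation p values of 0.943 for dox in GM, 0.9 for dox in DM, 0.4 for differentiation without dox and 0.343 for differentiation with dox. In the comparison that the numbers pair, differentiation with dox, the paired difference was 2.47 percentage points (exact sign-flip p = 0.25, the smallest that 3 pairs allow). With all deposited peaks the difference for dox in DM was −10.03 percentage points (exact permutation p = 0.1), against 0.823 in lists of equal length, and that for dox in GM was −6.20 (exact permutation p = 0.2), against −0.591. With dox in GM the difference was −2.39 percentage points within replicate numbers 1 and 2 and 1.20 within numbers 3 and 4, and in DM it was −2.64 in number 2 and 2.56 within numbers 3 and 4. Differentiation gave 3.56 and 0.680 without dox and 3.30 and 2.03 with dox. The dox effects in DM and GM were not distinguishable (interaction 1.41 percentage points, permutation p = 0.785).

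The 11 loci named in advance were scored by the number of kept libraries with a peak, among the strongest 14710, in the gene or within 10 kb of it. Mef2a, Id3, Mymx, Cdh23 and Myod1 had a peak in all 14 libraries. Among these lists, Myog (chromosome 1, 134289989 to 134292548, mm10 as for all positions) and Mymk (chromosome 2, 27061636 to 27072179) had none. Among all deposited peaks, which are more numerous in the +dox lists, Myog had a peak in 2 of 4 GM +dox libraries, 1 of 3 DM +dox libraries and in no kept library without dox. Cdh15 (chromosome 8, 122847966 to 122867397) had a peak in 4 of 4 libraries of each GM group, 2 of 3 DM +dox libraries and 0 of 3 DM no dox libraries. Its mean number of peaks differed by an exact permutation p of 0.0571 for differentiation without dox, the lowest of the 44 tests over these loci, and its adjusted p was 1. All 3 DM no dox libraries had a Cdh15 peak among all deposited peaks. Itga3 had a peak in all kept libraries except GM no dox replicate 1. Cadm4 had a peak in 1 GM no dox and 1 DM no dox library, and Mcam in 1 GM no dox library. Among all deposited peaks, Cadm4 had a peak in all 14 kept libraries. Mcam had a peak there in 3 of 4 GM no dox, 4 of 4 GM +dox, 1 of 3 DM no dox and 3 of 3 DM +dox libraries, and Mymk in 2 of 4, 4 of 4, 1 of 3 and 3 of 3 in the same order.

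Myod1 itself (chromosome 7, 46376474 to 46379099, plus strand, mm10) had a peak inside the coding part of exon 1 (46376673 to 46377299) in all 16 libraries and a further peak inside the coding part of exon 3 (46378144 to 46378391) in 13 of 16 among all deposited peaks. All of these peaks lay within those coding parts, with no other peak within 10 kb of the gene, and none covered the promoter, the introns or the untranslated exon ends. The line also carries a transgene that encodes MyoD1, and whether these peaks measure accessibility of the gene alone was not established.

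**Figure D5:**
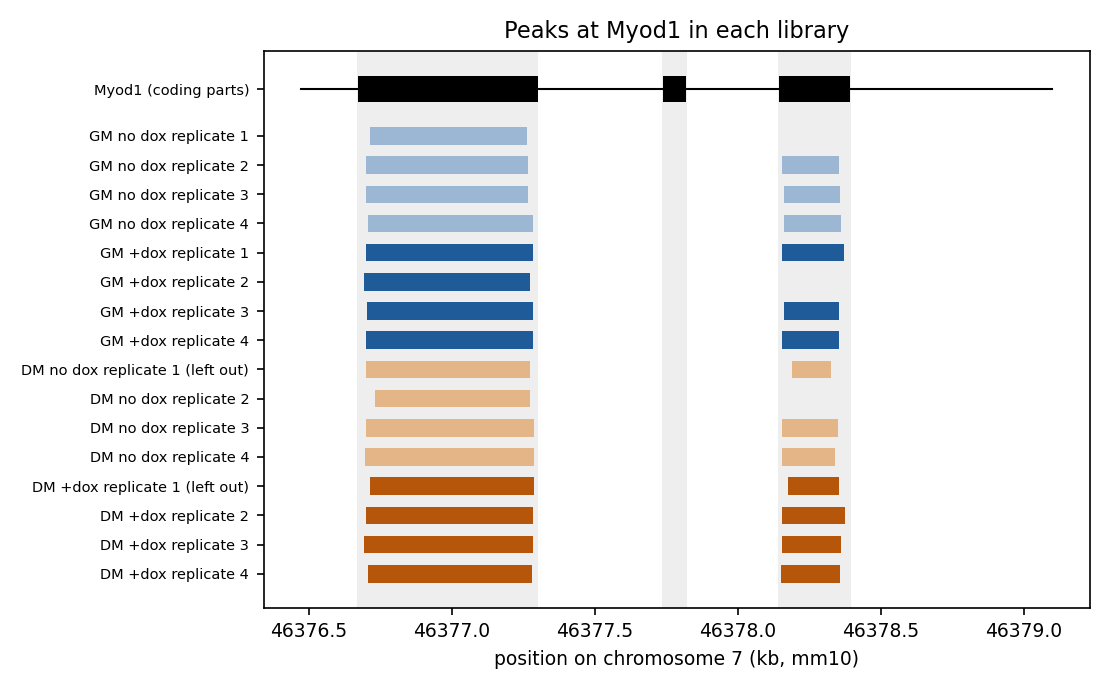
Peaks (coloured bars) at Myod1 in each of the 16 libraries (rows), against position on chromosome 7 (horizontal axis, kb, mm10); black boxes and grey bands are the coding parts of the 3 exons. In the 16 libraries the exon 1 peak starts 21 to 57 bp inside the coding part and ends 13 to 36 bp before the exon ends.

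The strongest all-or-none regions with dox in GM lay 13.6 to 42.7 kb from the nearest start site. The 3 leading higher regions lay in an intron of Agap1 (chromosome 1, 89538381 to 89539066), between genes 35.4 kb from Cd44 (chromosome 2, 102936933 to 102937352) and in an intron of Cpq (chromosome 15, 33362731 to 33363501), and the first 2 had CAGCTG within 100 bp of the summit. The 3 leading lower regions lay in an intron of Dkk3 (chromosome 7, 112138234 to 112138883), between genes 72.4 kb from Col1a2 (chromosome 6, 4432159 to 4432546) and in an intron of Lhfpl2 (chromosome 13, 94126016 to 94126656). None of these 3 had CAGCTG there. For dox in DM, higher regions lay in an intron of Med16 (chromosome 10, 79900914 to 79901609), between genes 388 bp from Ankrd2 (chromosome 19, 42035286 to 42035868) and in an intron of Lep (chromosome 6, 29065961 to 29066928). Lower regions lay between genes, 81.4 kb from Ly96 (chromosome 1, 16790711 to 16791188), 151.8 kb from Hmga2 (chromosome 10, 120627996 to 120628478) and 91.4 kb from Mdm1 (chromosome 10, 118050124 to 118050809). Of these DM regions only the one in Lep had CAGCTG within 100 bp of the summit, so the 2 leading higher regions lacked it. With differentiation, a region 4.9 kb from Mt4 (chromosome 8, 94131974 to 94132552) led the lower regions both without dox, at a mean percentile of 94.0 in GM no dox lists, and with dox, at 91.1 in GM +dox lists. The leading higher regions were an intron of Stra6l without dox (chromosome 4, 45851574 to 45852032, percentile 86.7) and a region 4.0 kb from Zfp330 with dox (chromosome 8, 82777446 to 82778464, percentile 91.8). Other splits of the dox libraries gave all-or-none regions too. Among splits that part every same-numbered pair, the largest other totals were 40 in GM and 73 in DM, against 67 and 346 in the real groups. No single region of the dox comparisons can therefore be singled out as changed.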

Values the study reported

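With 24 h of dox in proliferating myoblasts, the study reported 43 regions that gained accessibility and 23 that lost it. In differentiating myoblasts it reported 276 gained and 365 lost regions with dox. For 24 h of endogenous differentiation it reported 1,838 gained and 1,455 lost regions.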

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

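The tests of depth and of a wrong label below were planned before their results were seen, and the comparison of fragment numbers was chosen after.

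DM +dox replicate 1 had 14236 peaks, while the other 3 libraries of its group had 46241 to 51340. The gap was 0.863 of the group's range. It was the only such case among 24 tests of 6 library measures in groups of 4, and chance gives about 1 in 20. The study's methods had left this library out. It also had the lowest background coverage of all 16 libraries, 0.167 fragments per base, so a lower depth is a candidate explanation. When the 3 other lists were thinned to that coverage they kept a mean of 32894 peaks, from 30310 to 36403, more than the library had. Peaks with −log10 p of 30 or more could not be thinned and were all counted. These alone numbered 16605 to 23768 per list, more than 14236, so the outcome of this test was nearly fixed and it excludes nothing. Coverage divided by the length of the shortest peak, a rough measure of the number of fragments, was 27.3% of the highest kept library here, 26.1% in GM no dox replicate 2 with 39721 peaks and 31.5% in DM no dox replicate 2 with 23690. These values go against low depth alone, but they come from other groups and take the shortest peak for the fragment length, so lower depth and weaker enrichment cannot be told apart. A wrong label was tested by overlap. The library's list had a mean Jaccard index of 0.494 with DM +dox and 0.478 with GM +dox, the next highest group, a difference of 0.0164 that is within the spread of its values with DM +dox (SD 0.0190, n = 3), so a wrong label cannot be told apart from a poor library by this test. Its CAGCTG share was 20.9%, next to 18.5% to 20.8% in the other 3. No biological explanation was tested, since the design gives none within a group.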

How the results depend on the processing

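Leaving out each library was chosen after the data were seen for the interaction and for the 2 tests in groups that share no library, as was the use of all deposited peaks for the named loci. The other alternatives were planned.

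A value was called the same when it kept its direction and its side of the threshold or stayed within the spread. A count was called the same when it changed by no more than 1.5 times. Under the alternatives other than leaving out a library, 110 values were the same, 25 moved, 11 reversed and 4 passed the threshold. The CAGCTG share kept its direction in all 4 comparisons under each alternative run. It passed the threshold with all 16 libraries in the 3 comparisons that include DM, at 2.24 percentage points for dox in DM, 1.97 for differentiation without dox and 2.61 for differentiation with dox. With all 16 libraries the test of GM dox regions in DM passed it too (0.416). In these 4 cases 4 libraries per group allow a smaller p than 3, so the design alone can move the call. With all deposited peaks the test of GM dox regions in DM has no value, since GM then has no lower region.

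The reversals were among differences that passed no threshold, and their cause was not tested. For peak number, differentiation without dox changed to 0.0894 with −log10 q of at least 5 and to 0.0197 for covered length, and differentiation with dox to −0.36 with all 16 libraries. For the promoter share, dox in GM changed to 0.557 within 100 bp of a start site, dox in DM to −10.03 with all deposited peaks and −4.16 with all 16 libraries, and differentiation with dox to −1.63 with all deposited peaks. For separation, differentiation without dox changed to −0.0201 with all deposited peaks, dox in GM to −0.00570 with 7355 peaks per list and −0.00189 for the Jaccard index over bases, and dox in DM to −4.95e-05 with all 16 libraries.

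All-or-none counts depend on list length and on the number of libraries by construction. With all deposited peaks there were 310 higher and 0 lower regions for dox in GM, 3410 and 9 for dox in DM, 118 and 118 for differentiation without dox, and 1121 and 240 for differentiation with dox. With 7355 peaks per list the counts were 15 and 15, 87 and 92, 113 and 134, and 121 and 106 in the same order. Ranking by fold enrichment gave 63 higher and 23 lower regions for dox in GM, and the cause was not tested. With all 16 libraries there were 88 higher and 0 lower for dox in DM, 4 higher and 247 lower for differentiation without dox, and 125 higher and 163 lower for differentiation with dox, since a rule over more libraries is met less often and the list of 1287 peaks of DM no dox replicate 1 lacks most regions. The share of consensus regions found only with dox was 42.0% in GM and 49.7% in DM with at least 3 libraries, and 12.6% and 13.8% in lists of equal length.

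Across fits that each left out 1 library, 154 values were the same by this rule, 57 moved, 20 reversed and 7 lost the threshold. The rule allows large shifts in size, as the ranges below show. Peak number ranged from −0.32 to 0.26 for differentiation without dox, from −0.0290 to 0.198 for differentiation with dox, from 0.38 to 0.96 for dox in GM and from 0.64 to 1.03 for dox in DM, and the interaction from −0.18 to 0.40. The promoter share ranged from −2.79 to 1.12 percentage points for dox in GM, from −1.37 to 3.65 for dox in DM, from 0.631 to 4.38 for differentiation without dox and from 1.89 to 6.91 for differentiation with dox. The separation ranged from −0.00712 to 0.0184 for dox in GM, from 0.00109 to 0.0355 for dox in DM, from 0.0232 to 0.0526 for differentiation without dox and from 0.0241 to 0.0691 for differentiation with dox. Higher all-or-none regions numbered 58 to 100 for dox in GM, 255 to 396 for dox in DM, 277 to 563 for differentiation without dox and 307 to 561 for differentiation with dox. Lower ones numbered 49 to 94, 256 to 494, 291 to 493 and 297 to 577 in the same order. These counts rise by construction when a library is left out. The consensus share ranged from 17.6% to 52.5% for dox in GM, from 33.8% to 59.9% for dox in DM, from 2.04% to 24.5% for differentiation without dox and from 8.72% to 21.7% for differentiation with dox. The test of differentiation regions in the no dox arm ranged from 0.772 to 0.948, and lost the threshold in the 7 fits with fewer no dox libraries, where the smallest permutation p is 0.05 or 0.0667.

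With the replicate number as a replicate block, no call changed. The blocked CAGCTG difference was 1.59 percentage points for dox in GM (exact sign-flip p = 0.125), 1.97 for dox in DM, 2.07 for differentiation without dox and 2.62 for differentiation with dox (exact sign-flip p = 0.25 each). These are the smallest p that 4 and 3 pairs allow, so the block cannot test a call at 0.05. The correlation of same-numbered libraries ranged from 0.0854 to 0.274 for dox in GM, from 0.0766 to 0.273 for dox in DM and from 0.0457 to 0.226 for differentiation without dox, all above 0. The mean with libraries of other numbers was −0.0501, −0.102 and −0.0358 in the same order. Not every pair passed 0.1, but each lay above that mean, so an effect of the number on the regions is not excluded.

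With all deposited peaks the number of libraries with a peak moved by over 1.5 times in 15 values, at Cadm4, Cdh15, Mcam, Mymk and Myog. Most other values already counted every library of the group and could not rise, so they say nothing about stability. At Cdh23 the mean number of peaks was 3.25 without dox and 2.25 with dox in GM in lists of equal length, and 9.25 and 15.8 among all deposited peaks, the other direction (exact permutation p = 0.114 and 0.2, adjusted p = 1 for both). Background coverage limits which weak peaks enter a list, and a region without a peak is not shown to be closed.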

Other observations

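The tests of CAGCTG among peaks away from start sites, of its correction for list length and for GC content, of CAGCTG at all-or-none regions, and of DM dox regions in GM were planned before their results were seen. The tests of replicate numbers, those of CAGCTG within a number included, of consensus regions, of the pooled CAGCTG difference, of the splits and of Myod1 were chosen after the results were seen.

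The MyoD1 consensus was more frequent with dox in both media. The mean difference over the 2 media was 1.78 percentage points, and no permutation of the dox labels within media gave a larger one (two-sided permutation p = 0.00143, the smallest that 1400 relabellings can give). This p follows from the full separation of the dox groups in each medium that was already seen. Several technical causes were tested. Among peaks farther than 1 kb from a start site the difference was larger, 2.96 percentage points (permutation p = 0.00143), which argues against a shift in promoter peaks. After correction for the log2 number of peaks it was 1.66 (permutation p = 0.00143), and after correction for GC content 1.84 (permutation p = 0.00143), which argues against list length and GC content as the whole cause. It was higher with dox in all 7 pairs of libraries of the same number and medium, by 1.16 to 3.29 percentage points with a mean of 1.75 (exact sign-flip p = 0.0156). An added effect of a batch shared by a number is in both libraries of a pair and cancels, so such a batch is not the cause. The full separation of the groups fixes these signs in any pairing, so this p is no further evidence against chance, and a batch that follows dox within each number cannot be told apart from dox. Higher MyoD1 occupancy that opens or holds open sites with its consensus is a hypothesis that may explain this and was not tested. An effect of doxycycline itself stays open, since no library without the transgene was analysed here. Stronger enrichment in the +dox libraries stays open too, since the share was not corrected for fold enrichment. Differentiation raised the share by a similar amount, so the share alone does not separate dosage from progress of differentiation. Other experiments of the paper bear on this. It reported reduced fusion with dox, and no early activation of myogenic genes by dox in proliferating cells. Those results come from imaging and RNA and not from accessibility.

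All-or-none regions with dox were scored for CAGCTG too. In GM, CAGCTG was at the summit of 16 of 38 higher regions (42.1%) and 3 of 29 lower ones (10.3%). A one-sided permutation of the libraries gave as large a difference in share with p = 0.0857, so chance may account for it. In DM it was 60 of 177 (33.9%) against 28 of 169 (16.6%), with a permutation p of 0.1, and since 20 labellings cannot go under 0.05 chance cannot be told apart there. The contrast was not particular to dox, since differentiation gave 33.5% against 15.0% without dox (one-sided exact permutation p = 0.0286, the smallest possible) and 36.9% against 14.9% with dox (permutation p = 0.114). Over all 26212 union regions the share was 18.6%.

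Dox regions carried over between media in both directions. Regions higher or lower with dox in DM differed in GM by a contrast of 0.342 in the share of libraries with a peak (0.185 at the 177 higher and −0.157 at the 169 lower regions). This was the largest of 70 labellings of the GM libraries (one-sided exact permutation p = 0.0143), although 6 of 35 splits of the GM libraries gave as many all-or-none regions as the real groups. A small dox effect spread over many regions is consistent with both values, as a hypothesis. The test of the GM regions in DM is not independent of it, since both use the same libraries.

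The splits of the libraries bear on the counts of all-or-none regions. For dox in GM 6 of the 35 splits gave as many regions, and for dox in DM 2 of the 10, where a share under 0.1 cannot be had. The other DM split, with 540 regions, set DM +dox replicate 2 and DM no dox replicates 2 and 3 against the rest. For differentiation without dox only the real groups did, 1 of 35. For differentiation with dox 2 of the 35 did. The other of these, with 571 regions, set DM +dox replicate 2 and GM +dox replicates 1 and 2 against the rest, so it followed the replicate numbers. The numbers pair these libraries, and among the 8 splits that part all 3 pairs the real one had the most regions (497, next 132), though 8 splits cannot give a share under 0.05. In GM the split of numbers 1 and 2 against 3 and 4 gave 285 regions, more than the 67 of the real groups. For differentiation without dox this split gave 280, fewer than the 480 of the real groups. For dox in DM it gave 888 against 346, but it set 2 libraries against 4, other sizes than those of the real groups. Among the dox splits that part every same-numbered pair, the real groups gave the most regions. They had 67 in GM, with 40 the next largest, and 346 in DM, with 73 the next largest. These splits are too few to give a share under 0.05, and not every dox pair passed 0.1 in correlation.

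A second sign of the numbers was the promoter share, which averaged 40.2% in the 2 kept libraries of number 1, 43.1% in the 4 of number 2, 47.6% in the 4 of number 3 and 51.7% in the 4 of number 4 (lowest 39.8% in number 2, highest 53.2% in number 4). Exchanging the numbers within groups rarely gave as large a spread (one-sided exact permutation p = 0.000868 over 20736 permutations). A batch of culture, tagmentation or sequencing shared by a number is a possible explanation. The labels give no dates, so which of these it is was not tested. No biological explanation was tested, as the design gives none for a number.

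Consensus sets were larger with dox, which may come from list length alone. Regions only with dox outnumbered regions only without dox 10.7-fold in GM and 53.8-fold in DM in the lists as deposited. With lists of equal length the ratios were 1.13 and 1.03. Equal lengths in groups of equal size nearly fix this ratio at 1, so the test decides nothing. More open sites and better enrichment would both lengthen the lists and cannot be told apart here.

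Peaks at Myod1 stopped at the edges of the coding sequence. A candidate source is reads from the integrated transgene aligned to the gene, if the transgene holds the coding sequence without introns. Both edges of the exon 1 peak lay within 60 bp of the edges of the coding part in all 14 kept libraries, including all 7 without dox, and those of the exon 3 peak in 11. A mean of only 0.140% of a list's peaks had both edges so close to a coding part of at least 150 bp. Of 75369 such parts, none of another gene was filled in more than 10 kept libraries. In DM no dox replicate 1, the library with the fewest peaks, the exon 1 peak was the strongest of all 1287. The limits of 60 bp and 150 bp were chosen after the Myod1 peaks were seen. An open region of the gene itself would have to end at the same edges, which was not tested by other means.

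The study's numbers come from a differential accessibility analysis, which is another measure than all-or-none regions. With dox in GM there were 38 higher and 29 lower regions here. The higher count is lower and the lower count is higher than the values quoted from the study above. Regions higher with dox in DM numbered 177 here and lower ones 169. Both are lower than the values quoted from the study above. Differentiation without dox gave 233 higher and 247 lower regions here. Both are lower than the values quoted from the study above. These directions hold for the main lists of equal length. For dox in GM they changed with other lists of equal length. Cutting the lists to 7355 peaks gave 15 higher and 15 lower regions, both below the study's values. Ranking by fold enrichment gave 63 higher regions, above the study's value, and 23 lower ones, the same as the study's value. The directions for dox in DM and for differentiation without dox held under both of these settings. With all deposited peaks there were 310 higher and 0 lower regions for dox in GM, and 3410 and 9 for dox in DM. Both higher counts are then above the study's values and both lower counts below them. For differentiation without dox, 118 higher and 118 lower regions stay below the study's values.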
